A study of Mus musculus with 4 samples. Its data were reported in "Endogenous mammalian histone H3.3 exhibits chromatin-related functions during development" (2013).

How the data were processed

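Total RNA from 2 H3f3b KO and 2 WT lines of mouse embryonic fibroblasts, from embryos at day 12.5 of a C57BL6J background, was measured on Illumina MouseRef-8 BeadChips, 1 array per line. The authors scanned the arrays and summarised the beads of each probe in GenomeStudio. The deposited values hold a signal intensity per probe and array, with no background subtracted and no scaling between arrays. Beside each signal, the authors gave a detection p-value, which compares the probe with the negative control probes of the same array and is small where the probe was detected. A table of intensity values scaled by the authors was also deposited, in which each array had been multiplied by 1 factor (0.884 and 0.883 for the KO arrays, 1.16 and 1.15 for the WT arrays) so that all had a mean of 337. Genomic positions and genome builds were not used, since the values are per probe. The arrays detected 44.9% and 44.4% of 25697 probes in KO and 44.1% and 43.6% in WT at a detection p under 0.05.

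The unscaled signals were processed with limma 3.58.1 in R 4.3.3. Background was estimated from the detection p-values by the normexp model, an offset of 16 was added, and the arrays were quantile normalized and taken to log2 (function neqc). Probes with a detection p under 0.05 on at least 2 of the 4 arrays were kept, which left 11552 probes, 672 of them without a gene name. Of all probes, 23978 were matched to 1 gene, 0 to several and 1719 to none. A gene was represented by its tested probe with the highest mean over all arrays, giving 8047 genes; for 2060 genes with several tested probes this was a choice, and in 1 of these, probes at an unadjusted p under 0.05 went in opposite directions. Current symbols were used for genes renamed since the array was made, and Hist1h3b, which has no named probe here, was not analysed here.

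KO and WT were compared by a linear model with moderated statistics (lmFit and eBayes, two-sided, 2 residual and 4.86 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method over all probes tested, with a threshold of 0.05. Because the lines were described as littermates, line numbers were not taken as pairs. Differences are KO minus WT in log2 units with the SE of the model. Where neither array of a genotype was detected, the fold was computed against the dimmest signal called detected on those arrays and is given as a lower bound, without an SE. For counts by fold change, a gene needed an unadjusted p under 0.05, a change of 2-fold or 1.5-fold, and both KO arrays beyond both WT arrays.

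Gene lists were fixed before the data were examined. They covered replication-dependent histones, replacement histone variants, H3.3 and CENP-A chaperones, centromere and kinetochore, mitosis, DNA replication, p53 targets and senescence, interferon response, inflammatory and acute phase genes, extracellular matrix, contractile genes and SRF or YAP targets, ribosomal proteins, Hox genes, imprinted genes and the chromosomal neighbours of H3f3b. Marker lists covered macrophages, erythroid cells, endothelium, epithelium, neural and glial cells, skeletal muscle, cartilage with tendon and bone, adipocytes and sex-linked genes. H3f3b was in no list. The 19 lists with at least 5 tested genes were tested against the other genes with camera (preset correlation of 0.01, two-sided, Benjamini-Hochberg over the lists), with the correlation estimated from the data, and with fry, which asks whether the genes of a list moved on balance in 1 direction and does not compare them with other genes. For each list, members were also adjusted over the list alone.

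The genes named were set by a rule fixed in advance: H3f3b and H3f3a, the 12 genes with the largest fold change in each direction (those past the test first, then those with an unadjusted p under 0.05 and no overlap between genotypes), up to 4 members of each list with the smallest p-values, Mcm2 to Mcm7, the sex-linked genes, and the genes the study named in its text. Of the list members, those at an unadjusted p of 0.05 or more are given only in counts. Lyz1, an abundant macrophage marker given in the closing section, was named outside of this rule. Sex-linked expression was checked on each array.

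Alternatives were no background correction (values below 16 set to 16), an offset of 50, median scaling in place of quantile normalization, the table scaled by the authors, no detection filter, a strict filter (detection p under 0.01 on all 4 arrays), eBayes with a trend and robust variances, the line number as a replicate block, the mean over probes for the lists, and leaving out each array in turn, where the lone array of a genotype is assumed to vary like the other genotype. The pipeline was tested on simulated data with 13507 probes in the fit. Of 50 probes changed by each size (49 or 50 of them in the fit), 0% were called at 1.5-fold, 2.00% at 2-fold, 78.0% at 4-fold and 89.8% at 8-fold, with 3 false calls, and 6.10% of unchanged probes had an unadjusted p under 0.05. The median fitted folds were 1.41, 1.76, 3.53 and 6.32. A simulated list moved by 0.4 log2 units had an adjusted p of 2.96e-05 with the preset correlation, 0.608 with an estimated correlation and 0.245 with fry. Where the genes of an unmoved list shared a deviation on each array (SD 0.3), 63.7% of 760 such lists had a p under 0.05 with the preset correlation, 3.68% with an estimated correlation and 5.26% with fry.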

Results

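Total RNA from 4 lines of mouse embryonic fibroblasts (MEFs) was hybridized to Illumina MouseRef-8 bead arrays, 1 array per line. MEFs are primary connective tissue cells grown from dissociated embryos, here taken 12.5 days after mating. The knockout (KO) group held 2 lines from embryos that lacked H3f3b in every cell, and the wildtype (WT) group held 2 lines from embryos with the gene intact. All lines were described as littermates and carried a stable retroviral vector for puromycin selection (pBabe puro). Each array gave a signal and a detection p-value for 25697 probes. The KO arrays were brighter, with a mean signal of 381 in KO replicate 1 and 382 in KO replicate 2 against 291 in WT replicate 1 and 294 in WT replicate 2. The median signal of clearly undetected probes (detection p of 0.5 or more), a measure of background, was 97.1 and 94.6 in KO and 80.9 and 84.4 in WT. The number of detected probes was close on all arrays, at 11543 and 11415 in KO and 11341 and 11202 in WT. Over the 11552 probes tested, the log2 values of the 2 KO arrays had a Pearson correlation of 0.990 and those of the 2 WT arrays 0.981, and pairs of arrays of different genotype ranged from 0.978 to 0.985. These correlations are across probes, which are not independent replicates. Brightness and genotype cannot be told apart in the signal as deposited, so all arrays were brought to 1 distribution before the genotypes were compared. The small number of arrays limits the precision of every value.

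The lines also differed in sex-linked transcripts. Xist, the RNA that silences 1 X chromosome in female cells, had a signal of 181 in KO replicate 1, against 107 in KO replicate 2, 95.8 in WT replicate 1 and 86.8 in WT replicate 2, and was called detected in KO replicate 1 and, near background, in WT replicate 1. Eif2s3y, a translation factor gene on the Y chromosome, was not detected in KO replicate 1 (signal 98.0) and was detected in KO replicate 2 (244), WT replicate 1 (165) and WT replicate 2 (135). Sex-linked expression was therefore not balanced between the genotypes. The study showed an XX karyotype for this KO line. The fitted differences between KO and WT were 0.89 ± 0.52 (SE) log2 units for Xist and -0.76 ± 0.79 for Eif2s3y, and without KO replicate 1 they were 0.0016 for Xist and 0.64 for Eif2s3y. The Y-linked demethylase genes Uty (-0.54 ± 0.21), which was called detected near background in KO replicate 1 as well (signal 115), and Kdm5d, whose probe was not detected in either KO line (at least 1.13-fold lower), had adjusted p-values of 0.589 and 0.620. The Kdm5d probe was dim on all arrays, with deposited signals of 101 and 108 in KO against 98.7 and 99.4 in WT. Its values were thus lower in KO only after the arrays were scaled or normalized, and its bound carries no SE. Of the 4 sex-linked genes tested, 1 was higher and 3 were lower in KO, and 0 passed the test when adjusted over the list alone.

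The first comparison asked whether the targeted transcript was gone and whether the other gene for the same protein differed. H3f3b and H3f3a both encode histone H3.3, the H3 variant that is placed into chromatin outside of DNA replication. The H3f3b transcript was at background in both KO lines, with signals of 97.3 and 98.7 that were not called detected, and strongly detected in both WT lines, with signals of 1736 and 1686. H3f3b fell by 6.56 log2 units (SE 0.17, n = 2 KO and 2 WT arrays, limma adjusted p = 3.05e-05). With the KO lines set to the dimmest signal called detected, this was at least 69.5-fold lower, and it was the largest decrease of all 8047 genes tested. H3f3a was abundant in every line, at 11.11 and 11.11 log2 units in KO and 11.09 and 11.21 in WT. Its difference of -0.04 ± 0.17 (SE, adjusted p = 0.978) lay within the spread between replicates, and its sign was not stable: the difference was 0.26 with median scaling, under which the median of all genes was itself 0.28, 0.00058 in the values as scaled by the authors, and 0.012 without WT replicate 2. A dimmer probe for H3f3a had normalized values of 5.29 and 5.56 log2 units in KO and 5.42 and 5.50 in WT, which overlap. The study measured H3f3a by qPCR and reported more of its mRNA in both of these KO lines. These array values do not show that increase, and the reason for the disagreement was not tested.

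**Figure D1:**
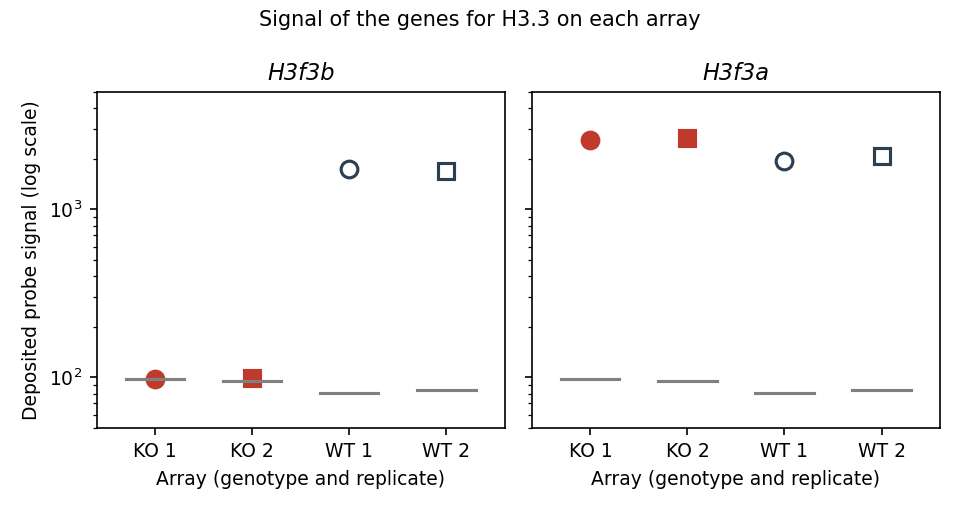
Deposited probe signal on a log scale (vertical axis) of H3f3b and H3f3a on each of the 4 arrays (horizontal axis), with filled symbols for KO, open symbols for WT, circles for replicate 1 and squares for replicate 2; grey bars mark the median signal of clearly undetected probes on that array. H3f3b lay at 97.3 and 98.7 in KO against 1736 and 1686 in WT, whereas H3f3a lay between 1944 and 2652 on all arrays before scaling.

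The next comparison asked how much of the transcriptome differed between KO and WT lines. Apart from H3f3b no difference passed the test, which called only 2.00% of simulated 2-fold changes and 78.0% of 4-fold changes. Among the genes with the largest fold changes, those lower in KO included Mmp3, a matrix-degrading metalloprotease (-2.66 ± 0.62), Aqp1, a water channel (-1.88 ± 0.32), Ednrb, an endothelin receptor (-1.74 ± 0.22), the tenascin gene Tnn (-1.60 ± 0.20), the neutrophil chemokine gene Cxcl1 (-1.54 ± 0.48) and Angptl7, a secreted angiopoietin-like protein (-1.47 ± 0.27). Another 5 of the 12 largest decreases, Isg15, Usp18, Bst2, Ifit3 and Oasl2, belong to the interferon response. Those higher in KO included the sialomucin gene Emcn (1.66 ± 0.36), the homeobox gene Hoxa5 (1.61 ± 0.41), the inhibitory Fc receptor gene Fcgr2b (1.60 ± 0.34), the lipid carrier gene Apoe (1.41 ± 0.43), the neuronal microtubule regulator Stmn2 (1.40 ± 0.26), skeletal muscle actin Acta1 (1.37 ± 0.33), Tinagl1 (1.35 ± 0.22) and Plac8 (1.28 ± 0.23). The natural killer receptor gene Klra4 (1.38 ± 0.44), Ly86 (1.23 ± 0.51), the kininogen gene Kng1 (1.20 ± 0.36) and the transferrin gene Trf (1.19 ± 0.36) completed the 12 largest increases. All of these values are log2 differences with their SE over 2 KO and 2 WT arrays. Without WT replicate 2, 12 of the 24 genes had a difference smaller by over 1.5 times: Hoxa5 (0.99), Apoe (0.68), Klra4 (0.64), Acta1 (0.88), Ly86 (0.34), Trf (0.60), Mmp3 (-1.71), Isg15 (-1.20), Usp18 (-1.41), Ifit3 (-0.89), Oasl2 (-0.75) and Cxcl1 (-0.99). The same was so for 3 genes without KO replicate 2, Kng1 (0.67), Bst2 (-1.10) and Cxcl1 (-0.93), and 7 of the 24 had a difference larger by over 1.5 times without WT replicate 1.

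Only H3f3b passed an adjusted p of 0.05 in limma over all probes, and the next smallest adjusted p-value was 0.323, for Ednrb and Tnn. At an unadjusted p under 0.05 there were 654 genes, 369 higher and 285 lower in KO. A share of 0.05 of the genes tested is 402, but in the simulation 6.10% of unchanged probes were under this threshold. The KO arrays both lay beyond both WT arrays in 3070 genes (38.2%), against 33.3% by chance. With an unadjusted p under 0.05 and this separation of the arrays, 27 genes were higher and 37 lower by 2-fold or more, and 200 were higher and 171 lower by 1.5-fold or more. The totals of 64 and 371 became 21 and 108 without background correction, 33 and 177 with an offset of 50, 20 and 112 in the values as scaled by the authors, and 117 and 836 with median scaling, where 17.1% and 7.06% of them were lower. Leaving out WT replicate 1 gave 21 genes past the test, 1102 at an unadjusted p under 0.05, 197 by 2-fold and 781 by 1.5-fold; the 2-fold total was 98 without KO replicate 1, and the unadjusted count was 339 without KO replicate 1 and 306 without KO replicate 2. With median scaling the unadjusted count was 1914 genes, 1811 higher and 103 lower, in the values as scaled by the authors it was 930, and without the detection filter it was 1167.

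**Figure D2:**
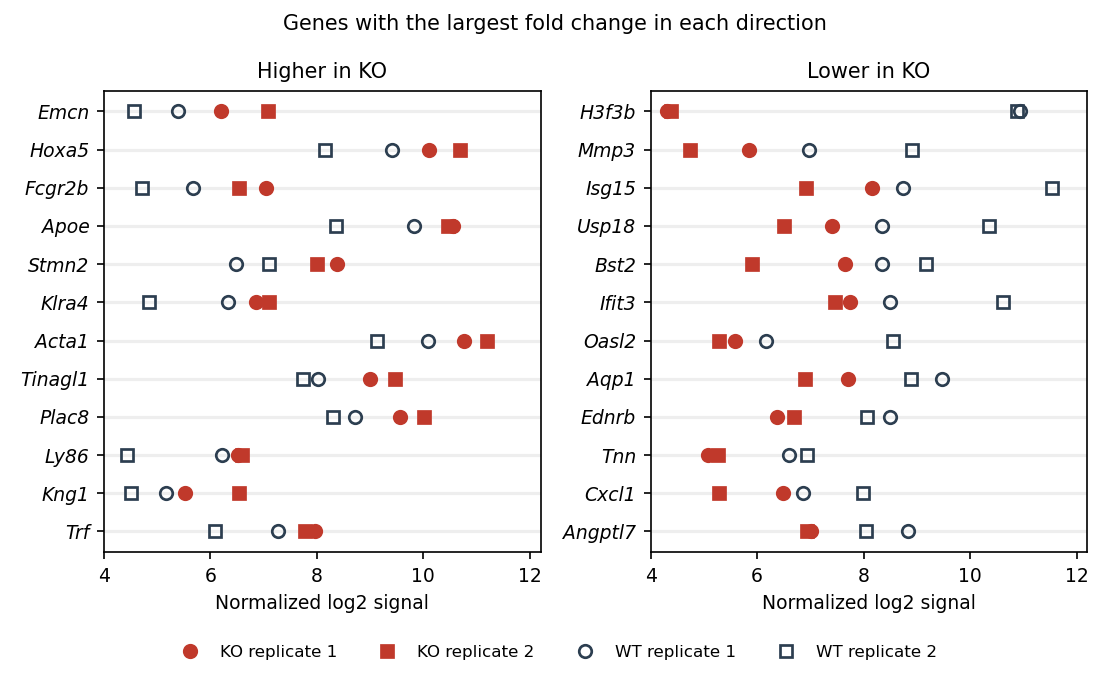
Normalized log2 signal (horizontal axis) on each of the 4 arrays for the 12 genes with the largest increase (left) and the 12 with the largest decrease (right) in KO, with filled symbols for KO, open symbols for WT, circles for replicate 1 and squares for replicate 2. H3f3b stood at 4.32 and 4.39 in KO against 10.94 and 10.88 in WT, whereas for Isg15 most of the difference came from WT replicate 2 (11.53, against 8.74 in WT replicate 1).

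The study described histone, centromere, mitotic and DNA synthesis genes as lower in H3f3b KO cells, and lists for these themes were tested against the other genes. Genes of mitosis were lower in KO in 25 of 26 cases, with a mean difference of -0.33 log2 units (camera adjusted p = 2.08e-06, 0.571 with an estimated correlation). They included Tpx2, a spindle assembly factor not detected in either KO line (at least 1.39-fold lower), the central spindle kinesin Kif23 (-0.59 ± 0.21), the cohesion factor Cdca5 (-0.49 ± 0.18) and Cdc20, an activator of the anaphase-promoting complex (-0.58 ± 0.27). Genes of DNA replication were lower in 34 of 42 cases (mean -0.21, camera adjusted p = 1.85e-04, 0.571 with an estimated correlation), with the clamp loader subunit Rfc4 at -0.63 ± 0.23, Rrm1, a ribonucleotide reductase subunit, at -0.24 ± 0.19 and the S-phase kinase activator Dbf4 at -0.05 ± 0.17. The replicative helicase genes had values of -0.33 (Mcm2), -0.10 (Mcm3), -0.21 (Mcm4), -0.40 (Mcm5), -0.41 (Mcm6) and -0.45 (Mcm7). Centromere and kinetochore genes were lower in 22 of 28 cases (mean -0.18, camera adjusted p = 0.00426, 0.571 with an estimated correlation), among them Cenpa, the centromeric H3 variant (-0.55 ± 0.27), the chromosomal passenger Birc5 (-0.52 ± 0.27), the spindle checkpoint gene Mad2l1 (-0.50 ± 0.18) and the kinetochore genes Spc24 (-0.52 ± 0.20) and Spc25 (-0.49 ± 0.19).

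Replication-dependent histone genes were higher in KO on average, with 24 of 36 higher and a mean of 0.13 (camera adjusted p = 0.0365, 0.662 with an estimated correlation). That mean was 0.083 without background correction and 0.081 in the values as scaled by the authors. The study also described some histone genes as moderately higher in constitutive KO cells. The families differed, a division looked at only after the values were seen and not tested. Of the H2A genes, a family in which the study described lower members, 8 of 11 were lower (mean -0.14), against 0 of 10 H2B genes (mean 0.31), 1 of 7 H4 genes (mean 0.37) and 3 of 7 H3 genes (mean 0.03). Without WT replicate 2 the means were -0.40 for H2A, 0.13 for H2B (2 of 10 lower), 0.31 for H4 and 0.0048 for H3, and without WT replicate 1 they were 0.12 (5 of 11 lower), 0.49, 0.44 and 0.06. The H2A mean was -0.06 without KO replicate 1 and -0.21 without KO replicate 2, and turned to 0.14 with median scaling, where 8 of 11 stayed under the median of all genes, while the H3 mean turned to -0.0043 in the values as scaled by the authors and to -0.07 without KO replicate 2, and was 0.13 without KO replicate 1. By the p-value of single genes, H2ac4 (0.97 ± 0.20) and H4c12 (0.61 ± 0.17) were higher, and the H3 genes H3c13 (-0.60 ± 0.17) and H3c14 (-0.65 ± 0.19) were lower. None of the members of these 4 lists passed the test over all probes in limma, and 0 passed when adjusted over the list alone, while 6 histone genes were higher and 4 lower at an unadjusted p under 0.05, as were 0 and 3 for mitosis, 0 and 3 for centromere and kinetochore, and 0 and 1 for DNA replication. The study drew these themes from the same samples, and showed them in part with conditional knockout arrays not analysed here, so the lists are not independent evidence of their direction. Its qPCR also found decreases of Cenpa, Birc5, Cdc20 and Dbf4, which were 4 of the 6 centromeric or mitotic genes it checked, and of Rrm1. None of the 4 calls held with an estimated correlation, a test that a simulated list moved by 0.4 log2 units also failed.

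The difference in cell cycle genes was mostly a difference of WT replicate 2 from the other lines. Relative to the mean of the 4 arrays, the mitosis list stood at 0.45 in WT replicate 2, -0.13 in WT replicate 1, -0.11 in KO replicate 1 and -0.22 in KO replicate 2. Without WT replicate 2 the mean difference was -0.038 for mitosis (adjusted p = 0.772), 0.0041 for DNA replication, 0.0079 for centromere and kinetochore and -0.020 for histones (0.943 each). Without WT replicate 1 the means were -0.62, -0.42, -0.38 and 0.28 in that order, and without KO replicate 2 the histone mean was 0.06 (adjusted p = 0.434). With median scaling, which moved all genes up by 0.28, the mean was -0.06 for mitosis and turned to 0.06 for DNA replication and 0.06 for centromere and kinetochore, each still under the other genes, and the histone list no longer passed (adjusted p = 0.211). Macrophage marker genes stood at -0.57 in WT replicate 2, the lowest of the 4 arrays.

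**Figure D3:**
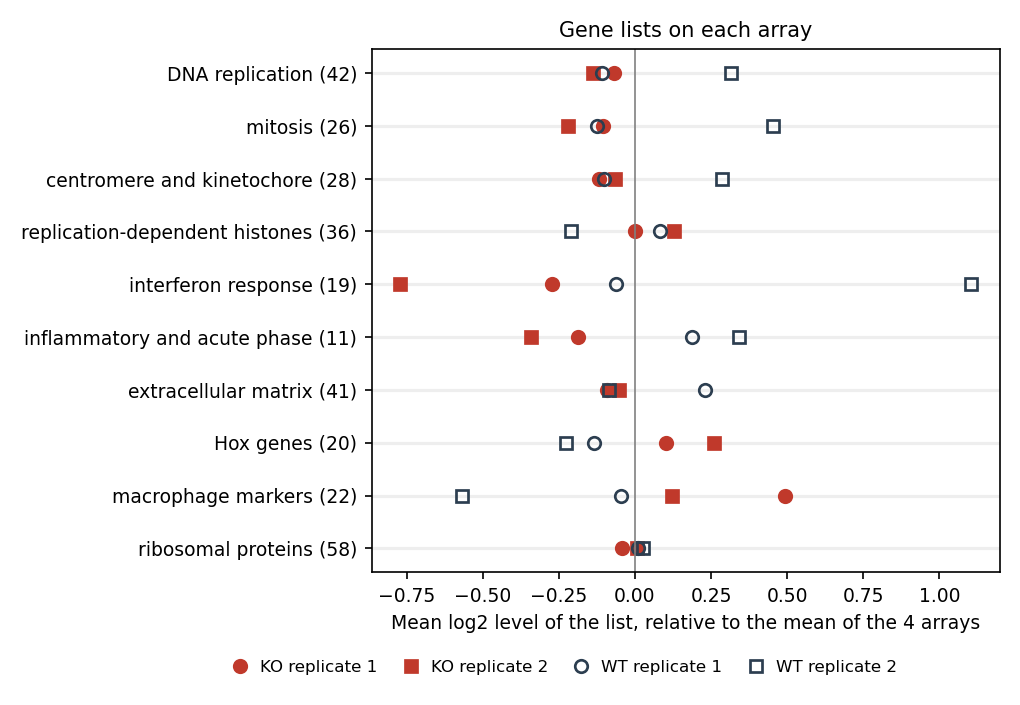
Mean log2 level of the tested genes of 10 lists on each of the 4 arrays, relative to the mean of the arrays (horizontal axis), with the number of genes tested in parentheses; filled symbols stand for KO, open symbols for WT, circles for replicate 1 and squares for replicate 2. WT replicate 2 stood apart for mitosis (0.45) and interferon response (1.10), and WT replicate 1 for extracellular matrix (0.23).

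Genes of the histone variants and of the factors that deposit them were slightly lower in KO, a difference that rested on WT replicate 2. Against the mean of the 4 arrays this line stood at 0.30 for the variants and 0.27 for the chaperones, and the other lines lay between -0.12 and -0.05. All 7 replacement histone variants tested, Cenpa and H3f3a among them, were lower (mean -0.21, camera adjusted p = 0.0487, 0.571 with an estimated correlation). The chaperones of H3.3 and CENP-A were lower in 10 of 11 cases (mean -0.18, camera adjusted p = 0.0365, 0.571 with an estimated correlation). None of these 18 genes had an unadjusted p under 0.05, and 0 passed in limma over all probes or when adjusted over the list alone. With median scaling the means were 0.08 in both lists, still under the median of all genes of 0.28, and the calls ended (adjusted p = 0.211 and 0.0714). The calls also ended in the values as scaled by the authors (0.141 and 0.0753), without KO replicate 2 (0.0955 and 0.141) and without WT replicate 2 (0.906 and 0.943), and for the variants without KO replicate 1 (0.124). Without WT replicate 2 the means were -0.02 for the variants and 0.0068 for the chaperones, and without WT replicate 1 they were -0.40 and -0.37.

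Interferon-stimulated genes were the list with the largest difference. They were lower in KO in 18 of 19 cases with a mean of -1.04 log2 units (camera adjusted p = 2.33e-10, 0.571 with an estimated correlation). The ubiquitin-like modifier Isg15 (-2.59 ± 0.84), its protease Usp18 (-2.41 ± 0.62), the viral tether Bst2 (-1.98 ± 0.55), Ifit3 (-1.94 ± 0.60), Oasl2 (-1.93 ± 0.67), the transcription factor Stat2 (-1.33 ± 0.27) and the guanylate-binding protein Gbp2 (-1.19 ± 0.36) were all in this list, and 10 members were lower at an unadjusted p under 0.05. The level of the list relative to the mean of the arrays was 1.10 in WT replicate 2, -0.06 in WT replicate 1, -0.27 in KO replicate 1 and -0.77 in KO replicate 2. Genes of inflammation and the acute phase were lower in 9 of 11 cases (mean -0.53, camera adjusted p = 9.13e-05, 0.571 with an estimated correlation), with the monocyte chemokines Ccl7 (-1.40 ± 0.22) and Ccl2 (-0.71 ± 0.22), the pentraxin Ptx3 (-1.16 ± 0.22) and the cytokine signalling inhibitor Socs3 (-0.70 ± 0.18). Of the interferon genes 1 (Stat2) and of the inflammatory genes 5 passed when adjusted over the list alone, and none passed in limma over all probes. The interferon mean was -0.46 without WT replicate 2 and -1.64 without WT replicate 1. The inflammatory mean was -0.32 without background correction, -0.35 in the values as scaled by the authors and -0.32 without the detection filter. With median scaling it was -0.26, where the median of all genes was 0.28.

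Genes of the extracellular matrix were lower in 25 of 41 cases, with a mean of -0.14 (camera adjusted p = 0.0214, 0.571 with an estimated correlation). That mean was -0.09 without background correction and -0.07 in the values as scaled by the authors. The collagen VI chain gene Col6a2 (-1.04 ± 0.18), the microfibril genes Mfap4 (-1.27 ± 0.26) and Mfap5 (-0.79 ± 0.19) and the collagen-binding proteoglycan gene Lum (-0.92 ± 0.20) were lower in both KO lines than in both WT lines, and these 4 passed when adjusted over the list alone, though not over all probes. Contractile genes and targets of SRF and YAP were higher in 12 of 16 cases (mean 0.14, camera adjusted p = 0.115, 0.571 with an estimated correlation), and 1 of them, Ankrd1, a nuclear ankyrin repeat protein, was higher by 0.86 ± 0.18 and passed when adjusted over the list alone. The matrix mean was 0.01 without WT replicate 1 (adjusted p = 0.966) and -0.30 without WT replicate 2, turned to 0.14 with median scaling, where it stayed under the other genes, and lost its call in the values as scaled by the authors (0.303) and without KO replicate 1 (0.0639). The contractile list passed without background correction (0.0499), in the values as scaled by the authors (0.0221) and without the detection filter (0.0431).

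Hox genes, which set position along the body axis and keep that pattern in cultured fibroblasts, were higher in KO in 14 of 20 cases, with a mean of 0.36 and a median of 0.56 (camera adjusted p = 0.00526, 0.571 with an estimated correlation). Hoxa5 (1.61 ± 0.41), Hoxc6 (1.06 ± 0.27) and Hoxa4, not detected in either WT line (at least 2.01-fold higher), were among the 7 that were higher when adjusted over the list alone. Hoxd10 (-0.87 ± 0.24) was among the 2 that were lower by the same test. None passed in limma over all probes, where 9 were higher and 3 lower at an unadjusted p under 0.05. The list lost its call with median scaling (mean 0.60, adjusted p = 0.321), where the other genes were also higher, and its mean was 0.20 in the values as scaled by the authors and 0.21 without the detection filter.

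Marker genes of macrophages, a cell type that MEF cultures can hold, were higher in KO in 21 of 22 cases with a mean of 0.61 (camera adjusted p = 3.71e-11, 0.571 with an estimated correlation). They included the lysosomal membrane gene Laptm5 (0.88 ± 0.23), the transmembrane glycoprotein Gpnmb (1.01 ± 0.21), the chemokine Ccl4 (0.89 ± 0.21) and the signalling adaptor Tyrobp (0.76 ± 0.21). In total 14 members were higher at an unadjusted p under 0.05 and 7 passed when adjusted over the list alone, whereas none passed in limma over all probes. The level of the list relative to the mean of the arrays was 0.49 in KO replicate 1, 0.12 in KO replicate 2, -0.05 in WT replicate 1 and -0.57 in WT replicate 2. The mean was 0.35 without WT replicate 2 (adjusted p = 8.89e-05).

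Markers of other cell types gave smaller groups. Of 5 neural and glial markers, 4 were higher (mean 0.36, camera adjusted p = 0.0365, 0.571 with an estimated correlation), with Stmn2 at 1.40 ± 0.26, the intermediate filament gene Nes at 0.61 ± 0.19 and the microtubule-associated Map2 at -0.84 ± 0.26, all 3 of which passed when adjusted over the list alone. This call ended with median scaling (0.321), in the values as scaled by the authors (0.141), with the mean over probes (0.0638), and without KO replicate 1 (0.328, mean 0.20), WT replicate 1 (0.149) or WT replicate 2 (0.0684), and the mean was 0.19 in the values as scaled by the authors, 0.24 without background correction, 0.58 with median scaling and 0.16 without the detection filter. Of 5 endothelial markers 4 were lower, among them the VEGF receptor gene Flt1 (-0.74 ± 0.29), and 1, Emcn, was higher and passed when adjusted over the list alone. In this list the mean of 0.09 was positive while the median of -0.13 and the direction of the test were negative (camera adjusted p = 0.551, 0.662 with an estimated correlation). Of 5 epithelial markers 3 were higher and 2 lower (mean 0.02, camera adjusted p = 0.541, 0.662 with an estimated correlation); the tight junction gene Cldn4, not detected in WT (at least 1.46-fold higher), and the keratin gene Krt19 (-1.19 ± 0.35) passed when adjusted over the list alone. The epithelial mean turned to -0.12 in the values as scaled by the authors and to -0.02 with an offset of 50, and the endothelial mean to -0.08 in the values as scaled by the authors and to -0.02 without background correction.

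Skeletal muscle, cartilage and adipocyte markers had too few tested genes for a list test, since most were not detected often enough. Of the markers on the array, 4 of 20 were tested for skeletal muscle, 4 of 11 for cartilage, tendon and bone, and 3 of 7 for adipocytes. All 4 tested skeletal muscle genes were higher (mean 0.78), and Acta1 (1.37 ± 0.33), the myosin light chain gene Myl1, not detected in WT (at least 1.15-fold higher), and desmin, Des (0.66 ± 0.20), passed when adjusted over the list alone. Of the cartilage, tendon and bone markers 3 of 4 were higher (mean 0.31), and of the adipocyte markers 2 of 3 (mean 0.52), with 0 of either past the test when adjusted over the list alone, over all probes, or at an unadjusted p under 0.05. None of the 9 erythroid markers on the array was detected often enough to be tested.

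Genes induced by p53 or in senescence were higher in KO in 15 of 20 cases (mean 0.16, camera adjusted p = 0.0365, 0.571 with an estimated correlation). The proapoptotic gene Pmaip1 (0.91 ± 0.17) was the 1 member that passed when adjusted over the list alone. This call ended with the mean over probes (0.0592), without KO replicate 2 (0.368) and without WT replicate 2 (0.772), with means of 0.09 and 0.06, and the mean was 0.27 without WT replicate 1. Imprinted genes were higher in 11 of 14 cases with a mean of 0.05 (camera adjusted p = 0.551, 0.690 with an estimated correlation), with the cell cycle inhibitor Cdkn1c at 0.49 ± 0.18 and Mest at -0.72 ± 0.28, and their mean was -0.0083 without KO replicate 2 and -0.09 without WT replicate 2. Ribosomal protein genes differed little, with 34 of 58 lower and a mean of -0.04 (camera adjusted p = 0.179, 0.571 with an estimated correlation). With median scaling their mean was 0.24, where the median of all genes was itself 0.28. The chromosomal neighbours of H3f3b were as often higher (15) as lower (14), with a mean of 0.03 (camera adjusted p = 0.794, 0.795 with an estimated correlation) that turned to -0.01 in the values as scaled by the authors, and Llgl2, a cell polarity gene, had the smallest p-value among them (0.72 ± 0.18, adjusted p = 0.542). None of the members of these 4 lists passed in limma over all probes, and apart from Pmaip1 none passed when adjusted over the list alone.

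In all, 13 of 19 lists passed the camera test with its preset correlation, and 0 passed with an estimated correlation or with fry, whose adjusted p-values ranged from 0.437 to 0.570. A simulated list moved by 0.4 log2 units passed neither of the latter tests, so failing them does not show that a list was unmoved. With the preset correlation, 63.7% of simulated unmoved lists with correlated genes had a p under 0.05, so passing does not show a move. The number of lists past the preset test was 5 without WT replicate 2 and 8 with median scaling.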

Values the study reported

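For MEFs with constitutive loss of H3f3b, the study reported 28 genes up and 88 genes down at a fold change of 2 or more. At 1.5 fold or more it reported 153 genes up and 318 genes down. H3f3b was named as the gene with the strongest decrease. A cell cycle cluster from an ontology analysis was given with P = 3.1E-10.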

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

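The alternatives were planned before the data were examined, and the cause of a change was not tested unless given. H3f3b kept its direction and its call under all 11 alternatives in which it was tested, with a difference of -6.64 to -4.44; the strict filter removed it, since it was not detected in KO, and left 0 genes past the test. The H3f3a difference was 0.26 with median scaling, 0.000584 in the values as scaled by the authors and -0.10 to 0.012 without each array in turn. Genes past the test numbered 20 with trend and robust variances, 2 (Aqp1 and H3f3b) with a replicate block, and 1 to 21 without each array. The deviations of lines with the same number had a correlation of -0.0365 across probes, so the block has no support in the data. The 2-fold total of 64 became 21 without background correction, 33 with an offset of 50, 117 with median scaling, 20 in the authors' table and 62 to 197 without each array, and the 1.5-fold total of 371 became 108, 177, 836, 112 and 306 to 781. Of the 64 genes, 20, 32, 47 and 19 were shared in these first 4 settings. A larger offset or no background correction shrinks folds of dim probes by construction.

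Lists past the test numbered 8 with median scaling, 0 with an estimated correlation, 0 with fry and 5 to 11 without each array. Adjusted p-values for histones were 0.211 with median scaling, 0.662 with an estimated correlation, 0.542 with fry and 0.000807 to 0.943 without each array. With an estimated correlation and fry they were 0.571 and 0.542 for centromere and kinetochore, 0.571 and 0.542 for mitosis, and 0.571 and 0.544 for DNA replication. Without each array they ranged from 3.36e-06 to 0.943, 1.20e-13 to 0.772 and 7.37e-10 to 0.943. Directions also turned, with these adjusted p-values, for extracellular matrix (8.89e-05 to 0.966 without each array), imprinted genes (0.170 to 0.955), endothelial (0.538 to 0.875), epithelial (0.156 to 0.966, 0.465 with median scaling, 0.529 in the authors' table), H3f3b neighbours (0.624 to 0.966), and ribosomal proteins (0.621 with median scaling, 0.941 in the authors' table). Differences of genes not past the test also turned without each array: Dbf4 (-0.12 to 0.034), Mcm3 (-0.76 to 0.55), Mcm4 (-0.49 to 0.077) and Eif2s3y (-2.11 to 0.64). With median scaling, which moved the median of all genes to 0.28, the values of Dbf4 (0.27), Rrm1 (0.099), Mcm3 (0.13) and Mcm4 (0.13) turned but lay under that median. Of 78 other named genes, 13 newly passed with trend and robust variances, 12 without WT replicate 1 and 1 with the block. H3f3b signals in KO and those of the other undetected genes lay in the background. Their folds given as at least a value are lower bounds, but the fitted differences for H3f3b above are not.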

Other observations

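Within the Hox list the direction differed between clusters. All 5 tested genes of the HoxD cluster were lower in KO (median -0.86 log2 units), and 3 of them were lower in both KO lines than in both WT lines. Of the 15 tested genes of the HoxA, HoxB and HoxC clusters, 14 were higher in KO (median 0.75), 9 of them in both KO lines. By place within the clusters, 12 of 14 genes of paralogue groups 1 to 9 were higher (median 0.72, but 0.47 without WT replicate 2) and 2 of 6 of groups 10 to 13 (median -0.45, but 0.015 without WT replicate 2 and -0.67 without WT replicate 1). The 2 lower genes of groups 1 to 9 were both in HoxD, so the divisions overlap. Both divisions were chosen after the values were seen, and neither was tested. With median scaling 4 of 5 HoxD genes were lower and all 5 stayed under the median of all genes, and 4 of 5 were lower without WT replicate 1 or without KO replicate 2. The HoxD median was -0.55 without KO replicate 2 and -0.47 without WT replicate 2, and with no background correction or the authors' scaling it was -0.49 and -0.53 and the HoxA to HoxC median 0.40 and 0.31.

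Values without an array and under other scaling come from alternatives planned before the data were examined. Their use as tests of the explanations below, and the other tests, were chosen after the results were seen.

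Genes of mitosis were lower in KO, and the mean difference shrank from -0.33 to -0.038 without WT replicate 2. A candidate explanation is that this line alone carried more cell cycle transcript, but the explanation arose from this same value, which therefore does not test it. Dilution of dividing fibroblasts by macrophages would have moved matrix genes the same way as mitosis genes between the WT lines. In the matrix list WT replicate 2 differed from WT replicate 1 by -0.3149 log2 units, while its mitosis genes were higher. The SE of 0.0896 is over the genes of the list, not over cultures. This rests on 1 pair of arrays and takes matrix genes as a gauge of fibroblasts, so it does not exclude dilution. WT replicate 1 exceeded KO replicate 1 by 0.321 in the matrix list and differed by -0.538 in macrophage markers, but by only -0.02018 in mitosis genes. An effect of the KO genotype stays open, since the largest difference between lines of 1 genotype, 0.5796, exceeded the difference between genotypes and the lines are too few to separate them. The growth state and passage of the lines, and the different sex-linked expression of KO replicate 1, were not tested.

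Macrophage markers were higher in KO, and may follow the share of macrophages in each culture whatever its genotype, which stays open because the values that raised it were already seen: they differed by 0.5219 between WT replicate 1 and WT replicate 2, with 20 of 22 markers higher in the former, and all 22 were higher in KO replicate 1 than in KO replicate 2. The choice of background and scaling setting is argued against as the whole cause, since the difference was at least 0.4945 over 4 other such settings. All of these bring the arrays to a common level, and brightness went with genotype. They therefore cannot decide whether the brighter KO arrays played a part. A KO effect stays open, as both KO lines lay above both WT lines, but by as little as 0.1686. Normalized values of abundant markers were 14.12 and 13.77 log2 units in KO against 13.58 and 13.32 in WT for Lyz1, and 12.08 and 11.71 against 11.25 and 10.79 for Laptm5, in replicate order. Of the 22 markers 20 were detected on all arrays and 0 are in another list, and no sort or gate that would remove macrophages is given in the labels.

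Interferon response genes were lower in KO, and a candidate explanation is an induced response in WT replicate 2 alone. Without that array the mean difference was -0.4618, against -1.04 over all arrays. Part of the difference went with this line and part remained, so this value neither met nor excluded the explanation for the whole difference. The scaling is argued against as the whole cause, with a difference of -0.6991 or larger in size over 4 other settings. An effect of the genotype cannot be told apart from differences between lines, because the WT lines alone differed by 1.166.

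The 654 genes at an unadjusted p under 0.05 compare with 289 in the higher of the other ways to divide the 4 arrays into pairs. Those other divisions mix KO and WT arrays in each pair. Any difference between genotypes then widens the spread within pairs and lowers their counts, so they are not a baseline for the 654. The 3 possible divisions are too few for a share under 0.05, and the real one was the 1 with as many genes.

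The number of genes lower in KO by 2-fold or more was 37. That is lower than the value quoted from the study above. The number lower by 1.5-fold or more was 171. That is also lower than the value quoted from the study above. The fold thresholds are the same, but the software and processing are not, so the counts are not matched in every criterion. Over the alternatives the counts of lower genes ranged from 12 to 82 and from 57 to 324, the highest both without WT replicate 1. The counts of higher genes were 27 at 2-fold, close to the value quoted from the study, and 200 at 1.5-fold, above it. At 1.5-fold more genes were thus higher than lower here, the reverse of the study, but this order was not stable. Lower genes were the more numerous without background correction (62 against 46), with an offset of 50 (94 against 83) and in the values as scaled by the authors (57 against 55). Higher genes were the more numerous with median scaling (777 against 59), no detection filter (177 against 155) and the strict filter (128 against 126). The same held with trend and robust variances (200 against 169) and with the replicate block (210 against 182).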
